A study of Mus musculus with 12 samples. Its data were reported in "Proimmunogenic impact of MEK inhibition synergizes with agonist anti-CD40 immunostimulatory antibodies in tumor therapy" (2020).

How the data were processed

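Gene expression was measured in MC38 cells, a mouse colon carcinoma line, grown as monolayers and exposed to 100 nM of the MEK inhibitor GDC-0623 or to the solvent DMSO. RNA was collected after 24 h and 72 h. The 12 arrays fell into 4 groups of 3, described by the labels as biological replicates. One-colour Affymetrix mouse GeneChip arrays were hybridised with biotin-labelled RNA amplified from the 3 prime end.

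The deposited values are log2 expression values that the authors obtained by robust multichip averaging (RMA), which corrects the background, quantile normalises the arrays and summarises the probes of each probe set. RMA is also the tool named in the submitters' processing notes. Its version, and whether other arrays were normalised together with these, are not given in the sources used here. Quantile normalisation gives every array nearly the same distribution of values, and array medians lay between 4.63 and 4.69. A change of total RNA content, or a shift shared by most genes, is removed by this step. RMA values carry no detection call. Values of about 3 to 5 lie in the background range, so a fold change of a gene that is dim in one group depends on the background and may be understated.

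The table held 45101 probe sets. The 64 Affymetrix control probe sets were left out of the tests, so 45037 were tested. Probe sets were named through the array annotation, with symbols updated by gene identifier. Of the tested probe sets, 34945 had 1 gene symbol, 932 had several and 9160 had no gene in the annotation used and were left unnamed. The gene identifiers of 34741 of the 34945 probe sets were matched in the reference gene table. One probe set stood for each of 18193 genes, namely the one with the highest mean over the 12 arrays among those with 1 symbol. More than 1 probe set was present for 9010 genes. Another probe set was called in the opposite direction for 16 called genes at 24 h and for 14 at 72 h.

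Groups were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05 on the adjusted p. All adjusted p-values of genes are from this test. GDC-0623 was compared with DMSO at each time point on the 6 arrays concerned. The difference between the effects at 72 h and at 24 h was tested as a contrast on all 12 arrays. The change from 24 h to 72 h was tested within the DMSO and within the GDC-0623 arrays. Errors given with a fold change are the standard errors of the fit.

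A total of 23 gene lists with 473 entries was fixed, of which 444 were measured. Members past the threshold were counted with the adjustment over all probe sets and with the adjustment over the list alone. Each list was also tested against the other genes with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. No call of these 23 lists held with an estimated correlation in any comparison, which rests on very few residual degrees of freedom here. The design, the tests, the lists, a set of 14 fixed genes, the rule for named genes and most of the alternatives were set before the data were examined. By that rule, the 10 largest rises and falls per drug comparison were named among called genes whose groups did not overlap and whose mean reached 6 in the higher group. For the difference of effects and for the DMSO cultures the number was 5. Up to 4 members with the largest change and the same minimum level represented each list. Genes named outside this rule were chosen after their values were seen. Gene symbols absent from the annotation were not analysed here.

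The method was tested on simulated data with the real means and spread, in which probe sets were changed by a known amount. Of 45037 probe sets, 67, 67 and 66 were changed by 0.5, 1 and 2 on the log2 scale. This is a far smaller share than was called in the drug comparisons, and recovery was not split by expression level. Of those changed by 0.5, 1 and 2 on the log2 scale, 46.3%, 98.5% and 100% were recovered for the 24 h comparison and 53.7%, 89.6% and 98.5% for the 72 h comparison. For the difference of effects, 41.8%, 89.6% and 100% were recovered. The DMSO time comparison recovered 35.8%, 92.5% and 100%, and the GDC-0623 time comparison 49.3%, 97.0% and 100%. A planted list was found by camera, and 1 of 22 unchanged lists was called.

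Alternatives covered 1 fit over all 12 arrays, the replicate number as a block, a filter on dim probe sets (a value of at least 5 on at least 3 arrays), repeated quantile normalisation, a trended and robust prior, a minimum fold of 2, the mean of the probe sets of a gene, an estimated inter-gene correlation and the omission of each array in turn. After the data were seen, array weights, a shift of each array by its hybridization control probe sets and 6 further gene lists were added. The pseudocount alternative was not run because the values already are logarithms. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The number of arrays limits the precision.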

Results

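The transcriptome of MC38 tumor cells was measured in 4 groups of 3 arrays: DMSO and 100 nM GDC-0623, each after 24 h and 72 h. GDC-0623 blocks MEK, the kinase that activates ERK. The comparisons address how tumor cells respond to the inhibitor in the absence of other cell types, early and late. The median standard deviation between arrays of a group was 0.0851, 0.0971, 0.0917 and 0.110 on the log2 scale for 24 h DMSO, 24 h GDC-0623, 72 h DMSO and 72 h GDC-0623. The first principal component held 58.7% of the variance and the second held 16.6%. GDC-0623 replicate 1 at 72 h stood at 77.4 on the first component, beyond replicates 2 and 3 at 44.8 and 49.8.

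After 24 h, GDC-0623 lowered transcripts that report ERK activity and raised interferon-stimulated genes and genes of the extracellular matrix. Egr1, an immediate early transcription factor induced by ERK, was 29.9-fold lower (log2 fold change −4.90 ± 0.12, adjusted p = 1.33e-07, 3 arrays per group) and reached the background range. Etv5, an ETS transcription factor, fell by 3.46 (± 0.32), and Dusp6, an ERK phosphatase, was 4.36-fold lower (−2.12 ± 0.18, adjusted p = 7.06e-05). Serpinb1a, an inhibitor of serine proteases, was 34.0-fold higher (5.09 ± 0.23, adjusted p = 3.58e-06). Ogn, a small leucine-rich proteoglycan of the extracellular matrix, was 20.1-fold higher (4.33 ± 0.12, adjusted p = 1.97e-07).

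The other large rises at 24 h were in Cryab, a small heat shock protein (3.92), the keratin Krt16 (3.30), the serine protease Prss23 (3.14), the matrix-associated Ccdc80 (3.12), Tmem140 (3.09), the metalloproteinase inhibitor Timp3 (3.08), the semaphorin Sema3c (3.04) and the lysophosphatidic acid receptor Lpar4 (3.02). The adjusted p of these 8 genes was at most 3.75e-04, that of Timp3. Serpinb1a, Krt16, Ccdc80, Tmem140 and Lpar4 had background-range means in DMSO (3.74, 4.48, 4.38, 4.85 and 3.43), so their folds depend on the background. The other large falls were in the uridine phosphorylase Upp1 (−2.22), the integrin beta chain Itgb2 (−2.12), the MAP kinase phosphatase Dusp4 (−2.04), the potassium channel Kcnk2 (−1.81), the chromatin protein Hmga2 (−1.77) and Evi2a (−1.77), and the EGF receptor ligand Hbegf fell by 2.00. All 3 treated arrays lay beyond all 3 control arrays for each of these genes, as the naming rule required.

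Among 23 measured transcripts that report ERK pathway output, 18 fell at 24 h and none rose (median −0.68). Adjusted over the list alone, 18 fell and 1 rose, the latter being Fos (0.55). The ETS factor Etv4 fell by 1.71, and Myc and Ccnd1, which encodes cyclin D1, fell by 0.88 and 0.66. The feedback inhibitor Spry4 fell by 0.44. The list as a whole lay below other genes (camera adjusted p = 4.82e-11, adjusted p = 0.168 with an estimated correlation). Transcripts of the drug targets themselves did not pass the test, with 0.20 for Map2k1 (adjusted p = 0.0971) and −0.01 for Map2k2 (adjusted p = 0.966).

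Genes of ribosome biogenesis fell at 24 h in 24 of 27 cases (median −0.54; 25 adjusted over the list alone), with Rrp9 at −0.74, Nop16 at −0.73 and the polymerase subunit Polr1b at −0.70. Their camera adjusted p was 2.70e-13, with adjusted p = 0.312 with an estimated correlation. Of 30 genes of DNA replication, 10 fell and none rose (median −0.26; 18 fell adjusted over the list alone), among them the licensing factors Cdt1 (−0.65) and Cdc6 (−0.52) and the thymidine kinase Tk1 (−0.59). Here the camera adjusted p was 3.60e-07, with adjusted p = 0.312 with an estimated correlation. Mitosis genes showed no shared direction. Nusap1 and Cdc25b rose by 0.41 and 0.35, Aurkb and Bub1 fell by 0.29 and 0.28, and 25 of 29 did not pass, with the same counts adjusted over the list alone (median −0.04, camera adjusted p = 0.529). The proliferation marker Mki67 stood at 0.04 (adjusted p = 0.762). In the list of CDK inhibitors and quiescence genes, 10 of 16 rose (median 0.38; 12 adjusted over the list alone), including the transcription factors Klf4 (1.54) and Klf2 (1.31) and the CDK inhibitors Cdkn1b (0.88) and Cdkn1a (0.47). That list had a camera adjusted p of 1.81e-06, with adjusted p = 0.168 with an estimated correlation.

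Of 29 type I interferon-stimulated genes, 20 rose at 24 h and none fell (median 1.00; 22 rose adjusted over the list alone). Cmpk2 rose by 2.67, the antiviral Ifit1 by 2.44, Oasl2 by 2.21 and Usp18, a negative regulator of interferon signalling, by 1.88. The camera adjusted p was 1.09e-14, with adjusted p = 0.181 with an estimated correlation. Interferon-gamma and JAK/STAT genes rose in 15 of 23 cases and fell in 1 (median 0.47; 17 and 1 adjusted over the list alone), led by the GTPases Irgm2 (2.62) and Gbp2 (1.82) and the chemokine Cxcl10 (1.73). Their camera adjusted p was 2.95e-10, with adjusted p = 0.168 with an estimated correlation. Of 17 genes of MHC class I antigen presentation, 14 rose (median 0.57; 15 adjusted over the list alone), including the immunoproteasome subunits Psmb9 (0.95) and Psmb10 (0.80) and tapasin, Tapbp (0.75). Here the camera adjusted p was 1.21e-09, with adjusted p = 0.181 with an estimated correlation. The class I heavy chain H2-K1 rose by 0.40 (adjusted p = 0.00543) and B2m, the class I light chain, by 0.27 (adjusted p = 0.0214), while H2-D1 was at 0.24 (adjusted p = 0.0599). Cd274, which encodes PD-L1, was at 0.25 (adjusted p = 0.0603), and the interferon-gamma receptor chain Ifngr1 was at 0.22 (adjusted p = 0.0902). Cd40 had a background-range level of 4.68 in DMSO and did not pass (−0.06, adjusted p = 0.662). Of 9 MHC class II genes, 1 fell (H2-Ab1 −0.25; median −0.06; none adjusted over the list alone, camera adjusted p = 0.475).

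Cholesterol biosynthesis genes rose at 24 h in 16 of 20 cases (median 0.45; 17 adjusted over the list alone). Hmgcs1, the synthase upstream of the rate-limiting reductase, rose by 1.13, Nsdhl by 0.97 and Mvd by 0.78. Fdft1, squalene synthase, rose by 0.91, with 2 of its probe sets higher and 1 lower. The camera adjusted p was 2.95e-10, with adjusted p = 0.282 with an estimated correlation. TGF-beta and extracellular matrix genes rose in 12 of 20 cases and fell in 1 (median 0.72; 12 and 4 adjusted over the list alone), led by the ligands Tgfb2 (2.70) and Tgfb3 (1.73), the matricellular Ccn2 (1.58) and the lysyl oxidase Lox (1.47). Their camera adjusted p was 6.02e-06, with adjusted p = 0.155 with an estimated correlation. Of 24 lysosome and autophagy genes, 12 rose (median 0.24; 12 rose and 1 fell adjusted over the list alone), for instance Map1lc3a (1.03) and the sialidase Neu1 (1.02). Here the camera adjusted p was 2.05e-04, with adjusted p = 0.421 with an estimated correlation.

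The other lists were not called by camera at 24 h. Fatty acid synthesis had 5 genes up and 1 down of 13 (Scd2 0.94, Fads2 0.86; 6 and 4 adjusted over the list alone, camera adjusted p = 0.434). Among p53 targets, 9 of 17 rose and 4 fell (Perp 1.05, Plk3 −0.70; 9 and 5 adjusted over the list alone, camera adjusted p = 0.0966). In the BCL2 family, 4 of 14 rose and 1 fell, with the pro-apoptotic Bcl2l11 at 0.95 and Bcl2 at −1.22 (6 and 1 adjusted over the list alone, camera adjusted p = 0.0941). Of 21 receptor tyrosine kinases, 4 rose and 2 fell (Pdgfrb 2.15, Met −0.87; 7 and 4 adjusted over the list alone, camera adjusted p = 0.529). Chemokines and cytokines had 5 up and 1 down of 24 (Cxcl1 0.99, Ccl5 0.92; 5 and 3 adjusted over the list alone, camera adjusted p = 0.567). Their median was −0.03, while the mean (0.11) and the camera test pointed up. The ER and heat stress list held 3 rises and 6 falls of 15 (Atf3 1.31, Trib3 −0.65; 3 and 7 adjusted over the list alone, camera adjusted p = 0.154). Glycolysis and hypoxia held 3 and 4 of 19 (Ndrg1 1.54, Hk2 −0.61; the same adjusted over the list alone, camera adjusted p = 0.799), with a median of −0.05 and a mean of 0.04. Mesenchymal markers rose in 5 of 11 cases, in 5 also adjusted over the list alone (camera adjusted p = 0.054), led by Acta2, smooth muscle actin (2.45, 1 of 3 probe sets called). That list was called without DMSO replicate 1 or 2 or GDC-0623 replicate 1 (camera adjusted p = 0.0209, 0.0353 and 0.0447). Markers of leukocytes (0 up, 1 down of 19), endothelium (0 and 0 of 10) and epithelium (0 and 1 of 14) had medians of −0.04, −0.05 and −0.07 and were mostly in the background range. Adjusted over the list alone, 1 leukocyte marker, Cd14, fell and none of the other 2 lists changed. For the endothelial markers limma gave 0 calls and the camera adjusted p was 0.701, against 0.403 for the leukocyte and 0.671 for the epithelial markers.

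In total, 4186 probe sets were higher and 3347 were lower with GDC-0623 at 24 h, or 16.7% of those tested, and 13205 had an unadjusted p under 0.05. These calls covered 2421 higher and 1497 lower genes, of which 283 and 52 changed at least 2-fold and 10 and 2 at least 8-fold. Shifting each array by its hybridization controls, an alternative chosen after the data were seen, moved the median of all probe sets by 0.13 and gave 3272 higher and 472 lower genes (5967 and 1023 probe sets). The list medians then stood at −0.54 for ERK output, −0.41 for ribosome biogenesis, −0.12 for DNA replication, 0.10 for mitosis and 1.14 for type I interferon-stimulated genes, so that the mitosis median changed sign. Lower genes then numbered 15 for ERK output, 19 for ribosome biogenesis, 5 for DNA replication, 2 for ER and heat stress and 1 for p53 targets, against 18, 24, 10, 6 and 4. The medians of MHC class II, chemokine, glycolysis, epithelial, leukocyte and endothelial lists changed sign too. The control means of single arrays overlapped between the groups, at 10.54 to 10.70 in DMSO and 10.43 to 10.58 in GDC-0623. The size of the shift is therefore uncertain, and these changes show only how far the results depend on the scaling. Without replicate 1, 2 or 3 of 24 h DMSO, the number of lower genes was 978, 935 and 957.

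**Figure D1:**
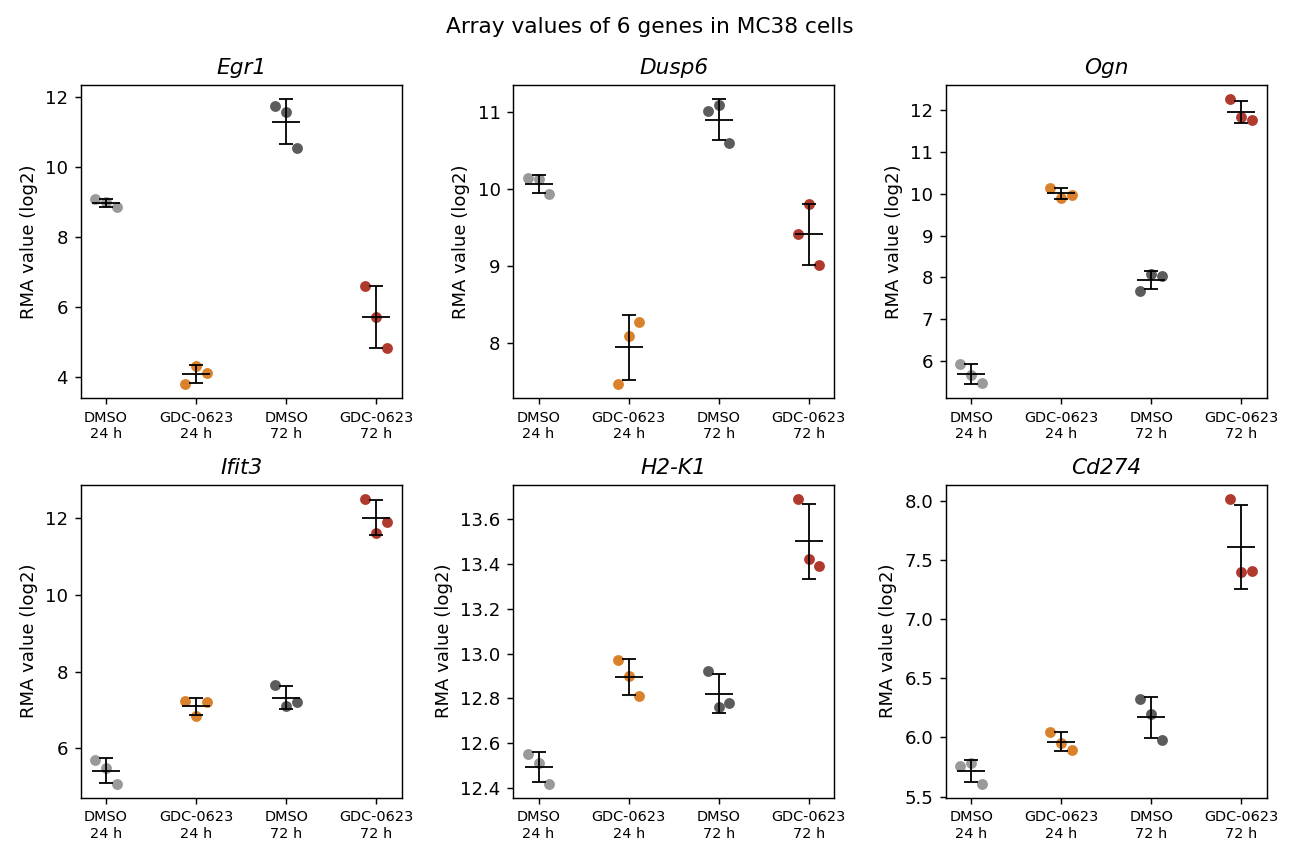
RMA values on the log2 scale (y axis) of 6 genes on each of the 12 arrays, by treatment and time (x axis). Points are single arrays, horizontal bars are group means and error bars are standard deviations (n = 3). Egr1 fell from a mean of 8.98 to 4.08 at 24 h, and Ifit3 was 25.8-fold higher with GDC-0623 at 72 h.

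After 72 h, several interferon-stimulated genes and secreted matrix proteins were among the largest rises. Ifi27l2a, an interferon-induced gene, was 40.6-fold higher (log2 fold change 5.34 ± 0.27, adjusted p = 1.11e-05, 3 arrays per group). The immunity-related GTPase Iigp1 was 36.0-fold higher (5.17 ± 0.27, adjusted p = 1.21e-05) and Ifit3 was 25.8-fold higher (4.69 ± 0.22, adjusted p = 7.60e-06). The proteoglycan Fmod was 32.5-fold higher (5.02 ± 0.10, adjusted p = 1.28e-07). Egr1 was 47.4-fold lower (−5.57 ± 0.43, adjusted p = 5.70e-05).

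The remaining large rises at 72 h were in the proteoglycan Aspn (5.04), the lipocalin Apod (4.97), the matricellular protein periostin, Postn (4.74), Serpinb1a (4.71), Ccdc80 (25.9-fold) and Irf7, a transcription factor of the interferon response (4.33). The remaining large falls were in the receptor Cd300lb (−3.20), the adhesion protein Cxadr (−2.99), the carbonic anhydrase Car6 (−2.84), Etv5 (−2.81), the ligand Wnt7b (−2.66), the membrane peptidase Phex (−2.48), Cth, an enzyme of cysteine synthesis (−2.46), Itgb2 (−2.41) and Dusp4 (−2.31). Adjusted p was at most 3.15e-04 among these 15 genes, that of Wnt7b. The DMSO means of Ifi27l2a, Iigp1, Aspn, Fmod, Postn, Serpinb1a and Ccdc80 lay in the background range (3.68, 4.90, 3.10, 3.70, 4.58, 4.05 and 4.47), so their folds and order depend on the background.

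All 29 type I interferon-stimulated genes rose at 72 h (median 2.47, also 29 adjusted over the list alone), among them Usp18 (4.11) and Oas1a (4.06). The camera adjusted p was 3.58e-27, with adjusted p = 0.259 with an estimated correlation. The mean of the list was 10.2 ± 0.41 in GDC-0623 and 7.54 ± 0.13 in DMSO (SD, n = 3), and GDC-0623 replicate 1 had the highest value at 10.6 against 9.77 and 10.1. Interferon-gamma and JAK/STAT genes rose in 19 of 23 cases (median 1.16; 20 adjusted over the list alone), including Gbp3 (3.96), Irgm2 (3.75) and Igtp (2.76), and Ifngr1 rose by 0.57 (adjusted p = 0.00585). Their camera adjusted p was 8.32e-14, with adjusted p = 0.259 with an estimated correlation. Of 17 genes of MHC class I antigen presentation, 16 rose (median 0.96, 16 adjusted over the list alone), with the peptide transporter Tap1 at 1.68, Psmb9 at 1.68 and Psmb10 at 1.32. Here the camera adjusted p was 1.48e-13, with adjusted p = 0.259 with an estimated correlation. H2-K1 rose by 0.68, H2-D1 by 0.57 and B2m by 0.43 (adjusted p = 0.00163, 0.00188 and 0.00710). Cd274 was 2.71-fold higher (1.44 ± 0.17, adjusted p = 4.80e-04), and Cd40 remained in the background range (0.08, adjusted p = 0.602). Of 9 MHC class II genes, 2 rose, H2-DMa (0.63, at a level of 5.30) and the lysosomal reductase Ifi30 (0.32), which also were the 2 adjusted over the list alone (median 0.01, camera adjusted p = 0.529).

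ERK pathway output was lower than in DMSO at 72 h too, with 16 of 23 genes lower and none higher, as adjusted over the list alone (median −0.72). Dusp6 fell by 1.49, Etv4 by 1.26, Myc by 1.02 and Spry4 by 0.62. Camera gave an adjusted p of 5.73e-07, with adjusted p = 0.259 with an estimated correlation. Ccnd1 fell by 0.65 (adjusted p = 0.0382), a call lost when any one of the 72 h DMSO arrays was left out. Map2k1 stood at 0.18 (adjusted p = 0.165) and Map2k2 at 0.06 (adjusted p = 0.715). Of 27 ribosome biogenesis genes, 26 fell (median −0.66; 27 adjusted over the list alone), including Nop16 (−1.08), the ornithine decarboxylase Odc1 (−0.94), Polr1b (−0.93) and dyskerin, Dkc1 (−0.84). Their camera adjusted p was 2.63e-12, with adjusted p = 0.389 with an estimated correlation. DNA replication genes fell in 14 of 30 cases (median −0.39; 21 adjusted over the list alone), with Cdt1 at −1.05, Gins1 at −0.70 and Cdc45 at −0.68. Here the camera adjusted p was 1.30e-05, with adjusted p = 0.529 with an estimated correlation. Of 29 mitosis genes, 4 fell and none rose, as adjusted over the list alone (median −0.22), namely the centromere protein Cenpa (−0.62), the kinases Aurka (−0.56) and Bub1 (−0.55) and the kinesin Kif23 (−0.52). The mitosis list had a camera adjusted p of 4.90e-04, with adjusted p = 0.624 with an estimated correlation. Mki67 stood at −0.11 (adjusted p = 0.657). Of 16 CDK inhibitor and quiescence genes, 6 rose and 1 fell (median 0.37; 7 and 3 adjusted over the list alone), with Klf2 at 1.20, Cdkn1b at 1.06 and Ccng2 at 0.93 (camera adjusted p = 0.00454, adjusted p = 0.389 with an estimated correlation). Cdkn1a fell by 0.38 (adjusted p = 0.0212), a call lost without any one of the 72 h DMSO arrays or without GDC-0623 replicate 3.

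TGF-beta and extracellular matrix genes rose at 72 h in 13 of 20 cases and fell in 1 (median 1.00; 15 and 1 adjusted over the list alone), with Ccn2 at 3.70, thrombospondin Thbs1 at 2.26 and Tgfb2 at 1.95. Camera gave an adjusted p of 3.72e-08, with adjusted p = 0.259 with an estimated correlation. Mesenchymal markers rose in 5 of 11 cases (median 0.35; 8 adjusted over the list alone), among them Acta2 (3.58, 1 of 3 probe sets called) and the transcription factor Snai2 (1.17). Their camera adjusted p was 5.51e-04, with adjusted p = 0.259 with an estimated correlation. Chemokines and cytokines rose in 9 of 24 cases and fell in 1, as adjusted over the list alone (median 0.12). Cxcl10 rose by 2.17, Cxcl12 by 2.11, Ccl7 by 2.04 and Cxcl1 by 1.88. The camera adjusted p was 0.00263, with adjusted p = 0.389 with an estimated correlation. Cholesterol genes rose in 11 of 20 cases (median 0.27; 15 rose and 1 fell adjusted over the list alone), with Hsd17b7 at 0.97, Nsdhl at 0.74 and Hmgcs1 at 0.66. Here the camera adjusted p was 9.77e-07, with adjusted p = 0.259 with an estimated correlation. Fatty acid synthesis had 5 up and 1 down of 13 (median 0.18; 6 and 1 adjusted over the list alone), with Fads2 at 0.56 and Acacb at −0.32 (camera adjusted p = 0.00883, adjusted p = 0.398 with an estimated correlation, and 0.0575 with the mean of the probe sets of a gene). Of 24 lysosome and autophagy genes, 14 rose and 2 fell, as adjusted over the list alone (median 0.35), with Map1lc3a at 0.86 and Sqstm1 at −0.45 (camera adjusted p = 1.06e-04, adjusted p = 0.529 with an estimated correlation).

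Most of the other lists not called by camera at 72 h held changes in both directions. Of 17 p53 targets, 4 rose and 7 fell (5 and 8 adjusted over the list alone), with the death receptor Fas at 1.66 and Gadd45a at −1.47 (median −0.12, camera adjusted p = 0.823). In the BCL2 family, 5 of 14 rose and 2 fell, as adjusted over the list alone (Bcl2l11 0.96, Bok −0.80, Bcl2 −0.73; median 0.06, camera adjusted p = 0.400). Receptor tyrosine kinases had 3 up and 3 down of 21 (Pdgfrb 1.29, Egfr 0.73, Met −1.47; 4 and 3 adjusted over the list alone, median 0.04, camera adjusted p = 0.764). The ER and heat stress list held 2 rises and 4 falls of 15, as adjusted over the list alone (median −0.12, camera adjusted p = 0.354). Trib3 (−1.41), Chac1, Asns (−0.76) and Atf4 (−0.42), genes of the amino acid response, made up the falls. In DMSO these 4 genes rose from 24 h to 72 h, by 1.68, 1.21, 0.47 and 0.39. Their falls at 72 h are therefore relative to controls in which they had risen. Glycolysis and hypoxia held 5 and 5 of 19 (Egln3 −0.95, the glucose transporter Slc2a1 −0.92; 6 and 5 adjusted over the list alone, camera adjusted p = 0.764), with a median of 0.10 and a mean of −0.04. Of 19 leukocyte markers, 2 rose and 1 fell, as adjusted over the list alone (Lyz2 0.51, Coro1a 0.29, Cd14 −0.57; median −0.04, with the camera test pointing up at adjusted p = 0.914). Epithelial markers had 1 up and 1 down of 14 (Krt7 0.93, Krt8 −0.40; the same adjusted over the list alone, median −0.05, camera adjusted p = 0.771). Of 10 endothelial markers, 1 fell, also adjusted over the list alone (Egfl7 −0.46; median −0.13, camera adjusted p = 0.384).

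In total, 4544 probe sets were higher and 4590 were lower at 72 h, or 20.3%, and 14105 had an unadjusted p under 0.05. They covered 2519 higher and 2261 lower genes, with 527 and 155 changed at least 2-fold and 55 and 2 at least 8-fold. Without GDC-0623 replicate 1, 2100 genes were higher and 1826 lower, and without DMSO replicate 2, 1461 were lower.

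**Figure D2:**
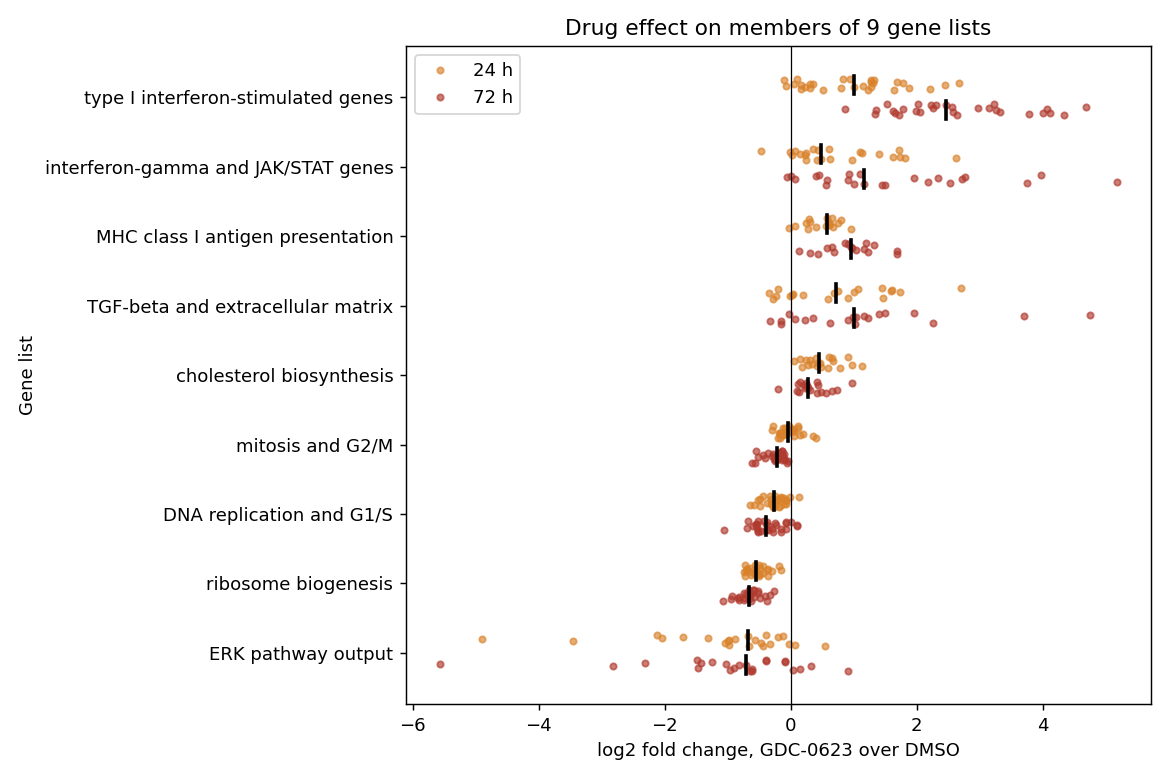
Log2 fold changes of GDC-0623 over DMSO (x axis) for the members of 9 gene lists (y axis) at 24 h and 72 h. Each point is a gene and black bars are list medians. The median of the type I interferon-stimulated genes was 1.00 at 24 h and 2.47 at 72 h, and the mitosis median of −0.04 at 24 h turned positive when arrays were shifted by their hybridization controls.

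The effects at the 2 time points were related across genes. Of the genes called, 1709 were higher at both times, against 335.2 for independent lists, and 1080 were lower at both, against 186.0. Only 20 were called in opposite directions, against 508.2. Without dim probe sets 10678 genes were tested, and the excess was smaller. There 2026 were higher at both times against 719.6, 1508 lower against 488.8, and 48 opposite against 1203. Log2 fold changes at 24 h and 72 h correlated with r = 0.786 and rho = 0.654 over 18193 genes, which are not independent replicates. No array was shared between the time points. Among genes called at both times in one direction, 75.3% had the larger effect at 72 h.

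The size of the drug effect differed between the times for 994 probe sets, of which 555 had a higher and 439 a lower effect at 72 h, and 6428 had an unadjusted p under 0.05. These covered 295 and 266 genes, and 142 and 37 of them differed at least 2-fold. The difference was largest for Ifi27l2a (5.12 ± 0.33, adjusted p = 1.21e-05), Apod (4.53), Aspn (4.29), the nucleic acid sensor Zbp1 (4.10) and Oas1a (3.76). Ifi27l2a and Aspn lay in the background range in the other 3 groups, so the order of the largest differences depends on the background. The difference was most negative for Cd300lb (−2.72), Car6 (−2.18), Cxadr (−1.91), the quinone reductase Nqo1 (−1.90) and the actin-binding Avil (−1.90). In the DMSO cultures Car6, Cxadr, Avil and Cd300lb rose with time, by 2.62, 1.77, 1.76 and 1.35. Cd274 rose more at 72 h than at 24 h (difference 1.19, adjusted p = 0.00626). The calls of Cxadr and Nqo1 were lost with a trended and robust prior.

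Type I interferon-stimulated genes had a higher effect at 72 h in 25 of 29 cases (median difference 1.29; 28 adjusted over the list alone), with a camera adjusted p of 2.31e-38 and adjusted p = 0.198 with an estimated correlation. Interferon-gamma genes did so in 8 of 23 cases (0.71; 14 adjusted over the list alone; camera adjusted p = 1.01e-13, adjusted p = 0.198 with an estimated correlation) and MHC class I genes in 4 of 17 (0.37; 12 adjusted over the list alone; camera adjusted p = 2.42e-12, adjusted p = 0.198 with an estimated correlation). ERK pathway output differed little, with 1 of 23 genes called and a median of 0.01 that turned to −0.11 with the hybridization control shift (camera adjusted p = 0.476). That shift moved the median of all differences by −0.122 and gave 206 higher and 354 lower genes, with medians of 1.17, 0.59 and 0.24 for the type I interferon, interferon-gamma and MHC class I lists and 24, 8 and 1 genes called. Without GDC-0623 replicate 1 of 72 h, 278 genes had a higher and 257 a lower effect at 72 h. Without DMSO replicate 2 of 72 h these numbers were 193 and 159, and without GDC-0623 replicate 2 of 24 h they were 193 and 167.

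**Figure D3:**
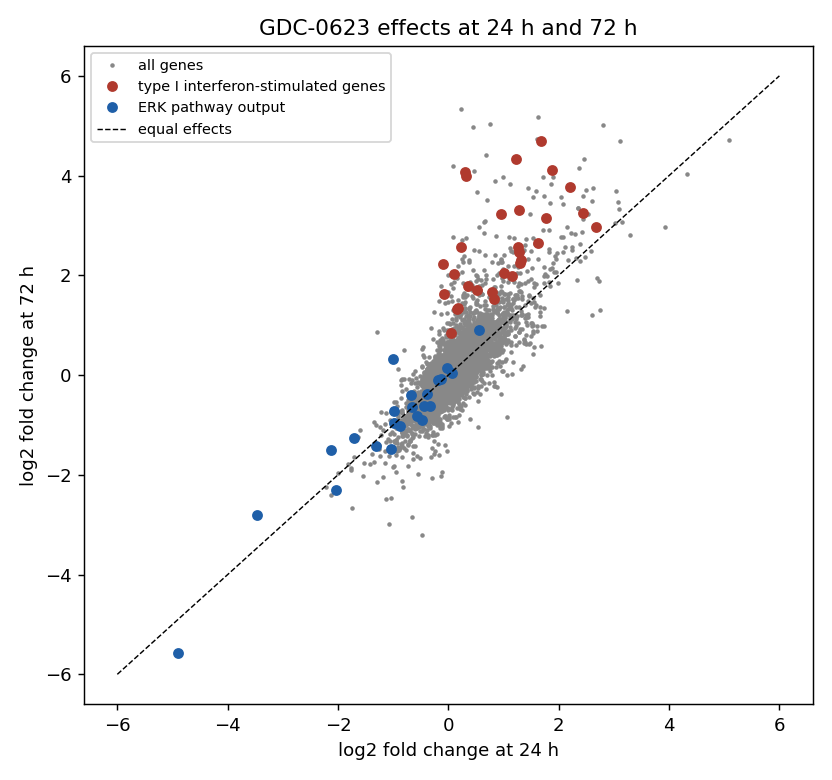
Log2 fold changes of GDC-0623 over DMSO at 24 h (x axis) and 72 h (y axis) for 18193 genes, with the type I interferon-stimulated and the ERK output genes marked. The dashed line stands for equal effects. Interferon-stimulated genes lie above it, with a median difference of 1.29, and ERK output genes lie around it, with a median difference of 0.01, or −0.11 when arrays were shifted by their hybridization controls.

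The DMSO cultures changed between 24 h and 72 h as well. Genes of cholesterol synthesis, interferon-stimulated genes and glycolysis genes rose, while Id1, Id2 and Id3, which encode inhibitors of DNA-binding transcription factors, were among the largest falls. Ifit1 rose by 2.69 (± 0.22, adjusted p = 3.66e-04, 3 arrays per group), Fos by 2.69 (adjusted p = 0.0160, lost with a trended and robust prior), Car6 by 2.62, Rsad2, an antiviral enzyme, by 2.59 and the matrix Gla protein Mgp by 2.39. Id1 fell by 2.11, Id2 by 1.85, Id3 by 1.25, the BMP signalling inhibitor Smad6 by 1.25 and Ccn2 by 1.18. Of 20 cholesterol genes 18 rose (median 1.01; 18 adjusted over the list alone; camera adjusted p = 1.76e-23, adjusted p = 0.137 with an estimated correlation), for instance Insig1 (1.92) and Fdps (1.67). Of 29 type I interferon-stimulated genes 20 rose (median 0.55; 24 adjusted over the list alone; camera adjusted p = 1.06e-13, adjusted p = 0.146 with an estimated correlation). ERK output genes rose in 11 of 23 cases (median 0.43; 13 rose and 1 fell adjusted over the list alone; camera adjusted p = 2.20e-07, adjusted p = 0.146 with an estimated correlation) and Egr1 by 2.31. Glycolysis and hypoxia genes rose in 12 of 19 cases (median 0.52; 14 rose and 1 fell adjusted over the list alone; camera adjusted p = 1.78e-11, adjusted p = 0.137 with an estimated correlation), among them Ndrg1 (1.48) and Slc2a1 (1.26). Replication genes fell in 16 of 30 cases (median −0.24; 20 fell and 1 rose adjusted over the list alone; camera adjusted p = 5.39e-09, adjusted p = 0.137 with an estimated correlation). Mitosis genes fell in 7 of 29 cases (median −0.15; 9 adjusted over the list alone; camera adjusted p = 1.56e-05, adjusted p = 0.137 with an estimated correlation) and ribosome biogenesis genes in 11 of 27 (median −0.17; 13 adjusted over the list alone; camera adjusted p = 6.82e-08, adjusted p = 0.137 with an estimated correlation). ER and heat stress genes rose in 10 of 15 cases and fell in 3 (camera adjusted p = 2.80e-04, adjusted p = 0.137 with an estimated correlation). The p53 targets rose in 8 of 17 (1.56e-05 and 0.146), among them Gadd45a (1.96) and Cdkn1a (1.01). CDK inhibitor and quiescence genes rose in 7 of 16 and fell in 1 (1.56e-05 and 0.137). Fatty acid synthesis genes rose in 6 of 13 (3.90e-06 and 0.137). In total 2948 probe sets rose and 2067 fell, or 1530 and 935 genes. With the hybridization control shift 1297 genes rose and 332 fell, with 10 replication, 1 mitosis and 4 ribosome biogenesis genes among the latter. Without replicate 3 of 24 h DMSO the numbers of genes were 939 and 372, and without replicate 2 they were 995 and 416. Lower genes numbered 450 without replicate 1 of 24 h DMSO, and 497 and 465 without replicates 1 and 2 of 72 h DMSO.

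In the GDC-0623 cultures 2272 probe sets rose and 1197 fell from 24 h to 72 h, or 1054 and 565 genes. The number of lower genes depended strongly on the processing and was 1597 in 1 fit over all arrays, 1019 without dim probe sets, 971 with a trended and robust prior and 1602 with the hybridization control shift, which left 825 higher. All 29 type I interferon-stimulated genes rose (median 2.15, 29 adjusted over the list alone; camera adjusted p = 1.01e-41, adjusted p = 0.150 with an estimated correlation), and 19 of 20 cholesterol genes rose (median 0.81, 19 adjusted over the list alone; camera adjusted p = 8.35e-26, adjusted p = 0.150 with an estimated correlation). ERK output genes rose in 8 of 23 cases from 24 h to 72 h under the drug (median 0.32; 11 adjusted over the list alone; camera adjusted p = 9.73e-07, adjusted p = 0.150 with an estimated correlation). Mitosis genes fell in 5 of 29 cases (median −0.36; 24 adjusted over the list alone; camera adjusted p = 5.27e-10, adjusted p = 0.335 with an estimated correlation) and replication genes in 7 of 30 (median −0.38; 21 adjusted over the list alone; camera adjusted p = 6.76e-08, adjusted p = 0.365 with an estimated correlation). Ribosome biogenesis genes fell in 2 of 27 cases (median −0.33; 12 adjusted over the list alone; camera adjusted p = 3.51e-07, adjusted p = 0.373 with an estimated correlation). Dusp6 rose by 1.47 and Egr1 by 1.64. With the hybridization control shift 9 ERK output genes rose and 19, 17 and 14 genes of the 3 falling lists fell. Across genes the time changes in DMSO and GDC-0623 correlated with r = 0.521 and rho = 0.420, without shared arrays. Without replicate 2 or 3 of 24 h GDC-0623, 502 and 545 genes rose and 85 and 102 fell. Lower genes numbered 334 without replicate 1 of 24 h GDC-0623, and 294, 339 and 354 without replicates 1, 2 and 3 of 72 h GDC-0623.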

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

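The tests on the change of the interferon and cholesterol lists in DMSO, on leukocyte markers, on the Gapdh control probe sets, on replicate 1 of the other groups and on the B1 repeat control were chosen only after the result was seen.

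The effect of GDC-0623 differed between 24 h and 72 h by a test of the difference itself on 12 arrays, which is what singles out the following results. The effect was higher at 72 h for 555 probe sets and lower for 439. The genes with the largest differences were Ifi27l2a (5.12), Apod (4.53), Aspn (4.29), Zbp1 (4.10) and Oas1a (3.76), and on the other side Cd300lb (−2.72), Car6 (−2.18), Cxadr (−1.91), Nqo1 (−1.90) and Avil (−1.90). The order of the former depends on the background, as Ifi27l2a and Aspn were in the background range in 3 of the 4 groups. The lists called by camera and higher at 72 h had median differences of 1.29 for type I interferon-stimulated genes, 0.71 for interferon-gamma and JAK/STAT genes, 0.37 for MHC class I antigen presentation, 0.24 for mesenchymal markers, 0.21 for chemokines and cytokines and 0.15 for TGF-beta and extracellular matrix. All 6 calls were lost, in this order with adjusted p = 0.198, 0.198, 0.198, 0.253, 0.198 and 0.327 with an estimated correlation. Those lower at 72 h had −0.24 for mitosis, −0.20 for cholesterol biosynthesis and −0.17 for p53 targets. These were lost with adjusted p = 0.762, 0.762 and 0.354 with an estimated correlation. At the preset correlation the camera adjusted p was 0.00663 for mesenchymal markers, 1.01e-05 for chemokines, 9.76e-04 for TGF-beta and matrix, 3.04e-05 for mitosis, 0.00602 for cholesterol and 0.0176 for p53 targets. Members called were 5 higher and 1 lower of 20 for TGF-beta and matrix (7 and 3 adjusted over the list alone), 4 higher of 24 for chemokines (6), 3 lower of 20 for cholesterol (7) and 1 higher and 3 lower of 17 for p53 targets (1 and 5). For mitosis and mesenchymal markers limma called 0 of 29 and 0 of 11, also adjusted over the list alone, where 6428 of all probe sets had an unadjusted p under 0.05. With the hybridization control shift the medians were 0.03 for TGF-beta and matrix, 0.09 for chemokines, 0.12 for mesenchymal markers, −0.36 for mitosis, −0.32 for cholesterol and −0.29 for p53 targets, so the size of these differences rests on the scaling. Of 100 splits of the arrays within each time point, 3 called at least the real 994 probe sets, the real one included. The highest other split called 5336 and the remaining one 2260. Both kept all 6 arrays of 72 h in their groups and left 2 of the 6 arrays of 24 h in theirs. They therefore set the 72 h effect against a partly inverted 24 h effect. Whether this layout accounts for their size was not tested.

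Interferon-stimulated genes rose more at 72 h. A decline in the DMSO cultures would have lowered the list there, but its median rose by 0.55 from 24 h to 72 h. Without GDC-0623 replicate 1 of 72 h the median 72 h effect was 2.24, above the 24 h effect of 1.00. Leukocyte RNA in the treated cultures would have raised leukocyte markers together, but their median stood at −0.0367 at 72 h. Of the 19 markers, 2 were called higher, Lyz2 and Coro1a, and 1 was called lower, Cd14. Ptprc (2.87), Tyrobp (3.77) and Cd52 (3.07) stayed in the background range in the higher group. A response of the tumor cells that may build up with the time under drug stays open, a hypothesis found and examined on the same arrays. As the list also rose with culture time in DMSO, a difference in cell density between the cultures stays open beside it. Neither was tested.

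Cholesterol genes were higher with GDC-0623. For the effect at 72 h, a decline in the DMSO cultures was not seen, as the list rose there by a median of 1.01 from 24 h to 72 h. The choice of 1 probe set per gene did not produce the effect either, since the mean of all probe sets gave a median of 0.38 at 24 h. A drug effect on sterol synthesis and a difference in cell density between the cultures stay open as candidate explanations, and neither was tested.

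GDC-0623 replicate 1 of 72 h stood apart on the first principal component, where RNA degradation would have moved the 3 prime to 5 prime difference of the Gapdh control, which was −0.11 on this array and between −0.16 and −0.06 on all arrays. A difference of scale that moves all genes alike is removed by the quantile normalisation, so these values cannot decide on it. Genes called at 24 h deviated 2.05 times as much as genes not called. A larger drug response in that culture is consistent with a correlation of 0.53 across 18193 genes (rho 0.468) between its deviation from the other 2 arrays and the 24 h effect. The same measure, taken against the effect at the other time, was 0.357 for replicate 1 of 24 h GDC-0623, 0.143 for that of 24 h DMSO and 0.036 for that of 72 h DMSO, and replicate 1 had the highest interferon list mean in all 4 groups (6.86, 7.85, 7.69 and 10.6). A factor shared by the replicate 1 cultures therefore stays open beside a larger drug response, and no test separated these explanations.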

How the results depend on the processing

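The shift by hybridization controls and the array weights were chosen only after the result was seen. Of the 23 lists fixed in advance, every one called by camera at 24 h or 72 h stayed called when any array was left out, but none held with an estimated correlation. The adjusted p with an estimated correlation at 24 h was 0.168 for ERK output and interferon-gamma, 0.181 for type I interferon and MHC class I, 0.282 for cholesterol and 0.312 for replication and ribosome biogenesis. At 72 h it was 0.259 for ERK output, cholesterol, both interferon lists and MHC class I, 0.389 for ribosome biogenesis, 0.529 for replication and 0.624 for mitosis. The estimate rests on few residual degrees of freedom. The rotation test fry of limma was also run, which asks whether a list changes at all, not whether it differs from other genes. Its unadjusted p at 24 h was 1.95e-04 for ERK output, 3.18e-04 for type I interferon and 0.00492 for ribosome biogenesis. At 72 h it was 3.18e-04, 3.83e-04 and 0.00584 for these lists, 0.0505 for replication and 0.136 for mitosis. As fry asks another question, it does not restore the camera calls.

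A minimum fold of 2 left, as probe sets higher and lower and then genes higher and lower, 476, 98, 283 and 52 at 24 h, 946, 274, 527 and 155 at 72 h, 259, 57, 142 and 37 for the difference, 263, 10, 133 and 5 for time in DMSO and 561, 22, 273 and 13 for time in GDC-0623, by construction fewer. The hybridization controls gave 1023 lower probe sets and 472 lower genes at 24 h, 921 and 332 for time in DMSO and 3384 and 1602 for time in GDC-0623. With them Map2k1, Cd274, H2-D1 and Ifngr1 were called higher at 24 h, and Spry4, Aurkb and Bub1 were not called. Without dim probe sets, fewer were tested and the lower probe sets and genes numbered 765 and 466 for the difference, 3374 and 1665 for time in DMSO and 2002 and 1019 for time in GDC-0623, and 48 genes were called in opposite directions at 24 h and 72 h. A trended and robust prior gave 677 and 420, 3443 and 1717, and 1906 and 971 for the same comparisons. One fit over all 12 arrays gave 3133 lower probe sets and 1597 lower genes for time in GDC-0623. The cause of these changes was not tested.

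Without each array in turn, with fewer samples, lower probe sets ranged from 2114 to 2912 and lower genes from 935 to 1316 at 24 h, and from 2800 to 4094 and 1461 to 2042 at 72 h. For the difference, higher probe sets ranged from 360 to 725, lower ones from 261 to 496, and genes from 193 to 367 and 159 to 294. For time in DMSO the ranges were 1822 to 2275, 883 to 1433, 939 to 1141 and 372 to 654, and for time in GDC-0623 they were 1096 to 2070, 175 to 822, 502 to 955 and 85 to 354. Higher genes at 24 h (1836 to 2097) and 72 h (1795 to 2362) stayed within 1.5 times the full count.

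The same replicate numbers were used in all 4 groups, and the labels do not say whether a number marks a shared culture or batch. Of 18 same-numbered pairs of arrays, 7 had deviations from their group means that correlated above 0.1 (−0.0361 to 0.289, median 0.092, against −0.0461 for other pairs). Deviations from a group mean cancel within the group, so the value for other pairs is not an independent comparison. A factor shared by same-numbered cultures stays open, and the main fits did not allow for it. With the replicate number as a block, 3971 probe sets were higher and 3057 lower at 24 h, 4507 and 4484 at 72 h, and the lower ones for time in GDC-0623 numbered 1970, or 923 genes. The block moved no other count by over 1.5 times.

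Of 387 results for named genes, 314 were called. Of these, 267 stayed called in the same direction under every alternative that was run for them other than the minimum fold, which for array weights were the 24 h and 72 h results only. The p53 target list, called for the difference, was not called without DMSO replicate 2 of 72 h (adjusted p = 0.0584) or without dim probe sets (0.0968). The mean of the probe sets ended the call of fatty acid synthesis at 72 h (0.0575) and gave one for mesenchymal markers at 24 h (0.0205), as did the replicate block (0.0425). For time in DMSO the TGF-beta and matrix list lost its call without dim probe sets (0.3), with the mean of the probe sets (0.103) and without replicate 1 of 24 h or 2 of 72 h (0.0556 and 0.0532). For time in GDC-0623 the mesenchymal list lost it without replicate 3 of 72 h (0.0589). Ribosome biogenesis, replication and MHC class II lists gained a call for the difference, the first of them with the block (0.0255) and without any of 4 arrays, and MHC class II gained one for time in GDC-0623 without either of 2 arrays (0.0345 and 0.0189). The one reversal of a gene was Bcl2l2 at 72 h, which stood at −0.0325 with the mean of its probe sets. Quantile normalisation by the authors sets the array distributions equal, so a shift of most genes is not measurable here, and signals near the background limit the fold changes of dim genes.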

Other observations

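The lists of small leucine-rich proteoglycans, keratins, EGF ligands, interferon ligands, nucleic acid sensors and NF-kB targets were chosen only after the result was seen. Their members were therefore counted, and no list test is given for them.

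Of 12 small leucine-rich proteoglycans, secreted proteins that bind collagen, 7 rose at 24 h (median 0.51; 8 adjusted over the list alone) and 9 at 72 h (median 2.39; 9 adjusted over the list alone). Besides Aspn, Fmod and Ogn, whose rises prompted the list, the rises at 72 h included Prelp (3.84), Omd (3.71), decorin, Dcn (2.50), lumican, Lum (2.27) and biglycan, Bgn (2.11), while Podn did not pass at 0.11. The effect was higher at 72 h than at 24 h for 8 of 12 (median difference 1.44). Of 30 keratins, 4 rose and 1 fell at each time, among them Krt14 (2.58 and 2.48) and Krt80 (0.92 and 1.01). Of 10 EGF family ligands, 1 rose and 3 fell at 24 h and 1 rose and 2 fell at 72 h. Ereg fell by 1.41 and 1.77 and Hbegf fell by 2.00 and 1.97, whereas Nrg1 rose by 0.53 and 0.69. The background-range Btc was the other gene called lower at 24 h (−0.58), and its effect did not pass the test of a difference between the times (adjusted p = 0.104).

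Of 14 sensors of nucleic acids, which trigger interferon responses, 5 rose and 2 fell at 24 h (median 0.11; the same adjusted over the list alone). At 72 h 9 rose (median 1.44; 9 rose and 1 fell adjusted over the list alone), led by Zbp1 (4.19), Dhx58 (3.23), Ifih1 (2.47) and Ddx58 (2.05). Cgas and Mavs, which act in DNA and RNA sensing, fell by 0.26 each at 24 h and were not called at 72 h. Of 19 NF-kB targets, 11 rose at 24 h (median 0.35; 11 adjusted over the list alone) and 12 at 72 h (median 0.82; 12 adjusted over the list alone). At 72 h Tnfaip3 rose by 1.93, Nfkbie by 1.49, Ccl2 by 1.27 and Il6, at a level of 5.88, by 2.84. Several members of these lists are also interferon-stimulated or belong to the chemokine list.

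One hypothesis was that the cells transcribe interferon genes themselves, which would accompany the rise of interferon-stimulated genes. The number of interferon ligand genes called higher at 72 h with a level of at least 6 was 0 of 10 by limma, and none was called at 24 h. Only 1 of the 10 had a level of at least 6 at all, and Ifnb1 stood at 4.10 in the higher group. The prediction that a lack of calls would speak against this explanation was therefore too strong for probe sets in the background range, and transcripts of interferon genes stay open.

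The transferrin receptor 3 prime control probe set averaged 8.21 in 24 h DMSO, 7.27 in 24 h GDC-0623, 7.35 in 72 h DMSO and 7.01 in 72 h GDC-0623. A control probe set for B2 repeats was lower with GDC-0623 by a mean of −0.68 at 72 h and −0.32 at 24 h (exact permutation p = 0.1 each, the smallest that 3 against 3 arrays allow, two-sided). The B1 control changed by −0.103 (exact permutation p = 0.5) and a second B2 control by −0.10 (exact permutation p = 0.1) at 72 h. The second B2 control read 14.18 to 14.38. The array maxima of 14.20 to 14.24 leave this control out, as it read 14.38 on 24 h DMSO replicate 1 against a maximum of 14.21. Whether it could change further at that level was not tested, so it decides nothing. The B1 control read 13.16 to 13.55, and its change of −0.103 had a standard error of 0.110. Sqstm1, near that level in DMSO, fell by 0.45, but a response of another probe set does not show that the B1 control can respond. Whether all repeat controls fall alike therefore stays open.

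Other splits of the 6 arrays were counted for each comparison of 2 groups. There are 10 such splits, too few for a share under 0.05. The real split called 7533 probe sets at 24 h, 9134 at 72 h, 5015 for time in DMSO and 3469 for time in GDC-0623. In each case 1 of the 10 splits, the real one, called as many, and the highest other split called 0 by limma. Every other split mixes the 2 real groups, which puts their difference into the spread within groups. The 0 calls therefore do not estimate the count expected without an effect.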
